A study of Mus musculus with 8 samples. Its data were reported in "Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate" (2019).

How the data were processed

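Gene expression was measured by sequencing of polyadenylated RNA from the dissected outflow tract and right ventricle (OFT/RV) of single mouse embryos at embryonic stage E10.5. Of the 8 libraries, 4 came from control embryos (CTRL) and 4 from embryos hypomorphic for Isl1 (Isl1_hypo), in which the alleles of the LIM-homeodomain transcription factor gene Isl1 give reduced expression. Each library was assigned to its group and replicate number from the sample labels.

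The authors aligned the reads with STAR to the mm9 genome and counted exon reads for each RefSeq transcript with HOMER, without regard to strand. The deposited counts are whole numbers that had not been normalized. Because strand was ignored, reads of overlapping and antisense genes are added together, and transcripts of one gene share most of their reads. Near-identical genes also share reads, and the pairs Hba-a1 and Hba-a2, Hbb-b1 and Hbb-bs, and Hbb-b2 and Hbb-bt are uncertain for this reason. RPKM values were computed by the authors with edgeR from the same counts and were not tested here. The authors compared the groups with DESeq2, and the deposited table holds the mean normalized signal of each transcript, the log2 fold change with its standard error, the Wald statistic (a score), and the unadjusted and adjusted p-value. These columns were used only to describe the authors' own comparison.

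The table held 31507 transcripts (30731 coding and 776 non-coding) of 20701 gene symbols, and 5808 symbols had more than 1 transcript. For each symbol the transcript with the highest mean count over the 8 libraries was kept. Its total per library ranged from 29748458 to 46678973 counts in CTRL and from 18422245 to 33050298 in Isl1_hypo. Genes with too few counts were removed with filterByExpr of edgeR, which left 13769 genes. Libraries were scaled by the TMM method. The groups were compared with the quasi-likelihood test of edgeR (glmQLFit and glmQLFTest) without covariates, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic. The common dispersion was 0.0699, a biological coefficient of variation of 26.4%. Depth-scaled counts (CPM) used the TMM-scaled library sizes, and log2 CPM had a prior count of 2. The liver and yolk sac genes, and the limit of 1 CPM for expression, used the total counts without TMM scaling. Values are given as mean ± SD over the 4 embryos of a group. Comparisons of a single value between the groups used an exact 2-sided permutation test over the 70 assignments of 4 of the 8 libraries, for which the smallest possible p is 0.0286. Wilson intervals at 95% and detection floors of 3 counts cover counting error only, because the reads carry no molecular identifiers.

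Several choices were fixed before the data were examined: the tests, the gene lists, most of the alternatives and the rule for naming genes. By that rule Isl1 comes first, followed by up to 5 genes with the largest rise and up to 5 with the largest fall among genes with an adjusted p under 0.05, no overlap between the groups in CPM, and a mean of at least 5 CPM. Members of the gene lists could be named with their own values. Other genes named in the text were chosen after their values were seen, and this is said where they appear. The lists covered Isl1 targets, contractile genes, outflow tract morphogenesis genes and SWI/SNF chromatin remodelling subunits discussed by the study, genes the study displayed as lower or higher in these same libraries, erythroid genes, proliferation genes, and markers of mesenchyme, neural crest, endothelium, epithelium, neurons, liver and yolk sac, atrium and macrophages. Globin and Y-linked genes served as measures of blood and sex. Lists of outflow tract and chamber myocardium were added after the table was first seen and before the values of their genes were looked at. Lists with at least 3 tested genes were compared with cameraPR of limma at an inter-gene correlation of 0.01, adjusted over the 15 lists fixed beforehand, and over 2 lists for the added pair. The rotation test fry and camera with an estimated correlation were run beside it for both sets of lists.

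The alternatives were other size factors (RLE, upper quartile), DESeq2, limma-voom with sample quality weights, no filter, a minimum of 10 counts in every library, the longest transcript per symbol, every transcript, the replicate number as a block, removal of globin genes, the mean log2 CPM of globin or Y-linked genes as a covariate, and leaving out each library in turn. Removal of the trend of each library on transcript length or GC content (loess with a span of 0.5) and thinning of all libraries to the same total were added after seeing the data. GC content was taken from the GENCODE annotation of mm9 and was found for 91.4% of tested genes. Gene coordinates are from the same annotation, which matched 91.8% of tested genes.

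The tests were tested on simulated data with the means, dispersions and library sizes of the 13769 genes. With 200 genes changed by a log2 fold change of 1.5 in either direction, edgeR recovered 80% with 10 false calls, DESeq2 88% with 48 and limma-voom 78% with 7. Among 200 lists of unchanged genes, 1% had a cameraPR p-value under 0.05. The simulated genes varied independently of each other and the lists were random. This rate therefore does not cover lists of genes that vary together. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.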

Results

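To examine gene expression after reduction of Isl1, RNA was sequenced from the dissected OFT/RV of 4 CTRL and 4 Isl1_hypo embryos at E10.5. The CTRL libraries held 29748458, 40160898, 40545032 and 46678973 counts for replicates 1 to 4, with 1 transcript kept per gene. The Isl1_hypo libraries held 18422245, 26791869, 33050298 and 29233163. The mean log2 depth of Isl1_hypo differed by −0.56, which did not pass an exact permutation test (p = 0.0571). Between 15190 and 15396 genes had at least 1 count in the CTRL libraries. The Isl1_hypo libraries ranged from 14305 genes in replicate 3 to 15207 in replicate 1.

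The targeted gene was examined first. Isl1 is a protein-coding gene on the minus strand of chromosome 13 (mm9, 117088478 to 117099896). It was present at 29.6, 61.5, 46.2 and 51.3 CPM in CTRL replicates 1 to 4, and at 12.7, 6.86, 7.71 and 11.4 CPM in the Isl1_hypo replicates. The mean fell from 47.2 ± 13.3 to 9.67 ± 2.83 CPM (SD, n = 4), which is 20.5% of the CTRL mean. The log2 fold change was −2.29 with a standard error of 0.256 and an adjusted p of 0.0077 (edgeR quasi-likelihood test, Benjamini-Hochberg). The groups did not overlap, and an exact permutation test of log2 CPM gave p = 0.0286, the smallest value it can give with 4 against 4. The authors' deposited table lists a log2 fold change of −2.28 for Isl1. With the globin level as a covariate the log2 fold change of Isl1 was −2.30, but its adjusted p rose to 0.507, the highest among the alternatives.

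**Figure D1:**
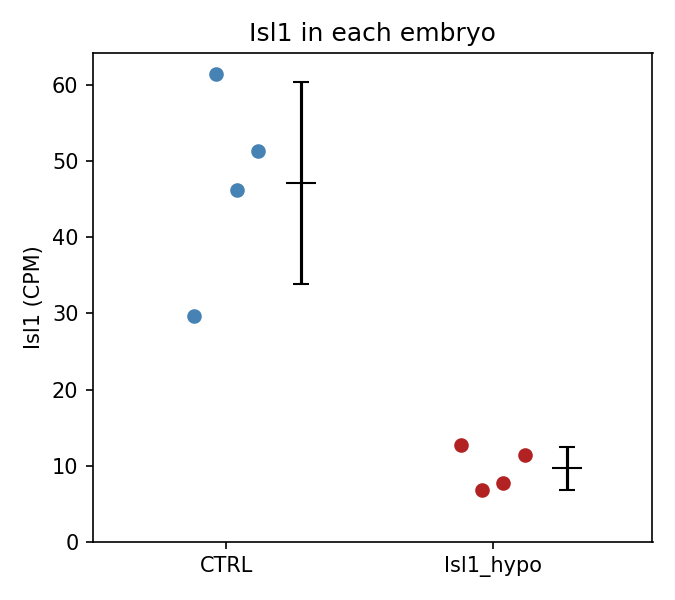
Isl1 expression in CPM (vertical axis) in each CTRL and Isl1_hypo embryo (points), with the mean and SD of 4 embryos beside them (dash and bar). The Isl1_hypo embryos lie between 6.86 and 12.7 CPM, under the lowest CTRL embryo at 29.6 CPM.

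The structure of the data was examined with principal components of the 1000 most variable genes. Component 1 held 37.8% of the variance and separated Isl1_hypo replicate 3, at 72, from the other 7 libraries, which ranged from −17.7 to 4. Component 2 held 15.3%. On it Isl1_hypo replicates 1, 2 and 4 lay at 34.2, 11 and 17.4, while replicate 3 lay at −9, within the CTRL range of −22.1 to −6.5. The median rank correlation of Isl1_hypo replicate 3 with its own group was 0.97, against 0.983 to 0.989 for the other libraries.

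**Figure D2:**
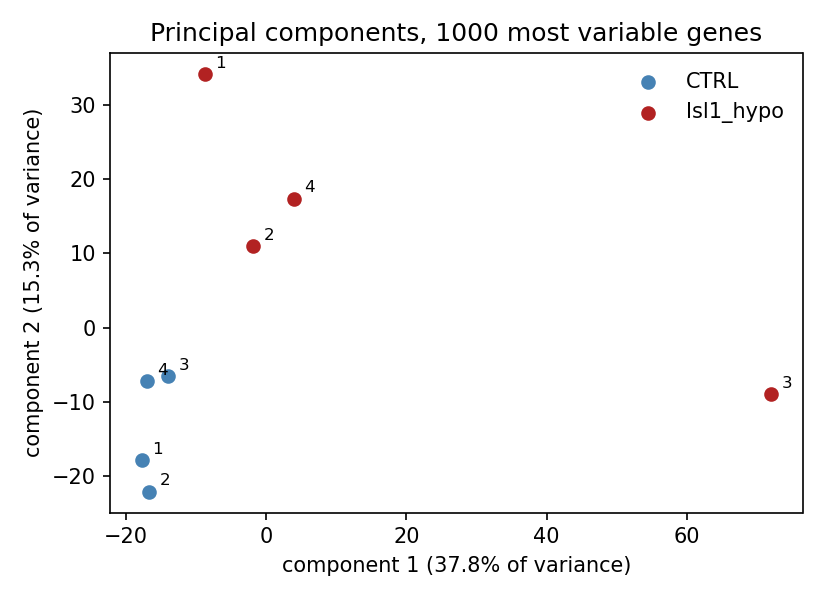
Principal components 1 (horizontal axis, 37.8% of variance) and 2 (vertical axis, 15.3% of variance) of log2 CPM, with 1 point per embryo labelled by replicate number. Isl1_hypo replicate 3 lies at 72 on component 1, and the other 7 embryos lie at or under 4.

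The comparison of all genes asked which transcripts changed with reduced Isl1. Of 13769 genes, 37 had an adjusted p under 0.05, of which 20 were higher and 17 lower in Isl1_hypo. Single libraries changed this balance, with 31 higher and 9 lower without CTRL replicate 4, and 10 higher and 17 lower without Isl1_hypo replicate 1. The number depended on the test, and DESeq2 called 319 genes at the same threshold. In all 37 genes the groups did not overlap. Over all tested genes, 1171 (8.5%) showed no overlap, where chance gives 2.86%. An unadjusted p under 0.05 was found for 1633 genes, against 688 by chance. Under the criterion of the study, an absolute log2 fold change above 0.58 with an unadjusted p under 0.05, 711 genes differed, 313 higher and 398 lower. Simulated data without any change gave 257 genes under this criterion. With the globin level as a covariate the count was 378.

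Apart from Isl1, the largest falls among genes named by the fixed rule were those of Cyp4f16, Spock3, Zfhx4 and Dkk1. The cytochrome gene Cyp4f16 (chromosome 17, 32673503 to 32688743) fell from 10.3 ± 6.64 to 0.925 ± 0.212 CPM (SD, n = 4), a log2 fold change of −3.49 (SE 0.575, adjusted p 0.0358, edgeR). CTRL replicate 1 held 1.79 CPM of this transcript and the other CTRL embryos 8.39 to 15.6 CPM. Spock3 (chromosome 8, 65429806 to 65835900) had a log2 fold change of −1.60 (SE 0.262, adjusted p 0.0357), and Zfhx4 (chromosome 3, 5218554 to 5415855) one of −1.55 (SE 0.248, adjusted p 0.0342). The Wnt antagonist gene Dkk1 (chromosome 19, 30620353 to 30624155) fell from 28.7 ± 4.21 to 9.98 ± 3.86 CPM, with a log2 fold change of −1.53 (SE 0.247, adjusted p 0.0342).

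By the same rule, with its minimum of 5 CPM, the largest rises were those of Epb42, Hsd3b6, Hfe2, Epha4 and Fgf9. The red cell membrane gene Epb42 rose from 2.12 ± 0.445 to 10.3 ± 4.04 CPM (SD, n = 4), a log2 fold change of 2.28 (SE 0.306, adjusted p 0.0172, edgeR). Hsd3b6 (chromosome 3, 98609427 to 98618366) had a log2 fold change of 2.03 (SE 0.26, adjusted p 0.0172), and Hfe2 (chromosome 3, 96329108 to 96333139) one of 1.73 (SE 0.275, adjusted p 0.0342). The ephrin receptor gene Epha4 (chromosome 1, 77363760 to 77511663) rose from 9.94 ± 1.49 to 26.2 ± 5.61 CPM, a log2 fold change of 1.40 (SE 0.192, adjusted p 0.0172). The growth factor gene Fgf9 (chromosome 14, 58689384 to 58731174) rose from 4.15 ± 0.977 to 10.6 ± 1.69 CPM, a log2 fold change of 1.35 (SE 0.233, adjusted p 0.0425). Each of these 9 genes kept its direction, but lost an adjusted p under 0.05, in at least 1 fit that left out a single library.

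The authors' deposited table was summarised by the same criterion. The authors' deposited table had 1417 transcripts of 899 symbols past it, 399 symbols higher and 500 lower. At an adjusted p under 0.05 the authors' deposited table held 605 transcripts of 348 symbols, which included all 37 genes found here. Of the 899 symbols, 690 also passed the criterion in the edgeR test, 103 had been removed by the filter on low counts, and 170 (18.9%) had a mean under 1 CPM. For 98.9% of genes tested, the log2 fold changes of both tables had the same sign.

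Gene lists were compared to ask whether functional groups named by the study shifted together. Of 11 Isl1 targets, 8 were lower and 3 higher, with a median log2 fold change of −0.20 (cameraPR, adjusted p 0.0194). Of the targets, 1 had an adjusted p under 0.05 over all genes and 4 when adjusted over the list alone. The former was Fgf10, which fell from 25.5 ± 0.494 to 13.4 ± 1.95 CPM (log2 fold change −0.93, adjusted p 0.031, edgeR). Hopx went the other way with a log2 fold change of 0.67 (adjusted p 0.106). Smarcd3, which encodes Baf60c, differed by less than its standard error (log2 fold change −0.06, SE 0.222). From relative mRNA expression in OFT/RV at E10.5, the study reported significantly lower Baf60c in hypomorphic embryos. The 14 outflow tract morphogenesis genes had a median of −0.33 (adjusted p 0.00268), with 11 lower, 0 past the threshold over all genes, 8 at an unadjusted p under 0.05 and 5 when adjusted over the list alone. All 4 SWI/SNF subunits were lower, with a median of −0.26 (adjusted p 0.0312). None of the 4 was under 0.05 over all genes (2 at an unadjusted p under 0.05) and 1 was when adjusted over the list alone. The mean levels of the Isl1 targets and of the outflow tract morphogenesis genes separated the groups (exact permutation p = 0.0286 each). That of the SWI/SNF subunits did not (p = 0.0857, exact permutation). Isl1_hypo replicate 4, at 5.53, lay above CTRL replicates 3 (5.452) and 4 (5.517).

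Contractile genes had a median of −0.16, with 10 of 14 lower (cameraPR, adjusted p 0.0252). The mean level of this list did not pass an exact permutation test (p = 0.171). Ttn fell by 0.90 and Myh7 by 0.49 on the log2 scale, while Tnni3 rose by 0.45. Over all genes 0 of the 14 had an adjusted p under 0.05, 4 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone. Without Isl1_hypo replicate 3 the median of this list was −0.05 (adjusted p 0.203). Proliferation genes did not differ (median 0.10, adjusted p 0.198), with 11 of 14 higher and 1, Mki67, at a log2 fold change of −0.53 with an unadjusted p under 0.05 (0 over all genes, 1 adjusted over the list alone).

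The genes that the study displayed as lower had a median log2 fold change of −0.73, and all 39 tested were lower. Of these, 33 had an unadjusted p under 0.05, 3 an adjusted p under 0.05 over all genes, and 32 when adjusted over the list alone. The 13 tested genes displayed as higher had a median of 1.59. Of these, 13 passed when adjusted over the list alone, 0 over all genes and 13 at an unadjusted p under 0.05. In this list Hba-a1 and Hba-a2 held the same counts in every library, and Hbb-b1 and Hbb-bs nearly the same. The 13 are therefore fewer separate measurements, and the list tests use these reads more than once. Both lists were chosen on these libraries, so these values are not independent evidence. Of the other lists, 2 of the 11 Isl1 targets, 3 of the 14 outflow tract morphogenesis genes and 1 of the 14 contractile genes are among the displayed genes. The study also drew in part on these embryos when it named the Isl1 targets and the outflow tract, contractile and SWI/SNF genes, so the values of these lists are not independent evidence either. The other erythroid genes, of which the study displayed 0, were higher in 11 of 11 cases, with a median of 1.73 (adjusted p 1.13e-12). Of these, 10 had an adjusted p under 0.05 when adjusted over the list alone and 1, Epb42, over all genes. Under fry, the Isl1 target (adjusted p 0.00784), outflow tract morphogenesis (0.0291), SWI/SNF (0.0309), erythroid (0.0229) and both displayed lists (0.00784 each) stayed under 0.05, and the contractile list did not (0.238). Under an estimated inter-gene correlation no list of the 15 stayed under 0.05, and the lowest adjusted p was 0.108.

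**Figure D3:**
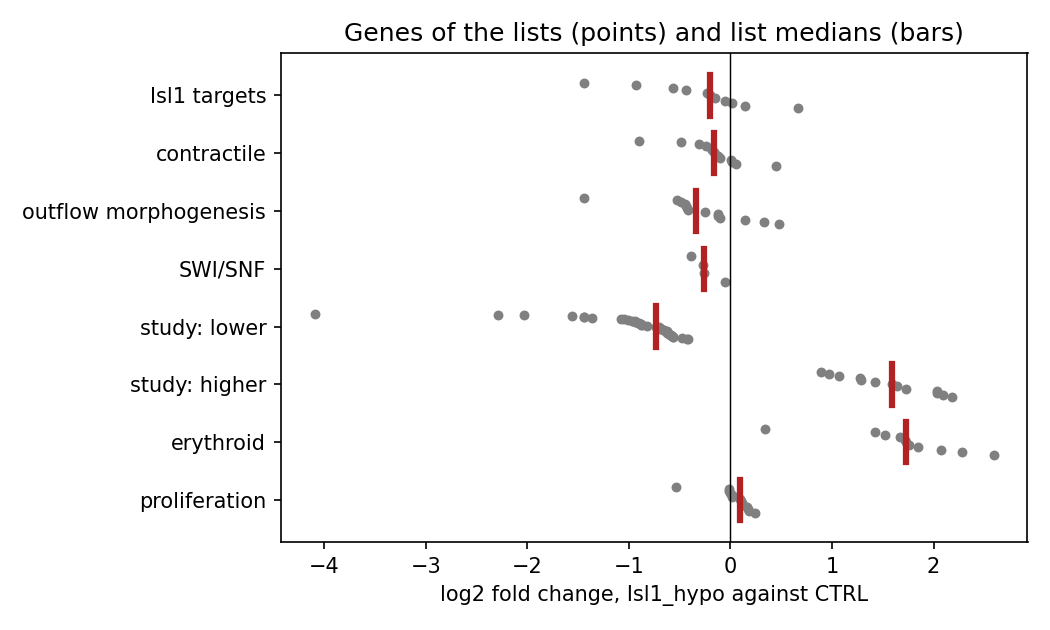
Log2 fold changes of Isl1_hypo against CTRL (horizontal axis) for the tested genes of 8 of the lists (points), with the list median as a red bar. Among the 8 lists drawn, the medians run from −0.73 for the genes displayed as lower to 1.73 for the erythroid genes.

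Markers of other cell types were compared to describe the tissue. Mesenchyme markers had a median of −0.38 (adjusted p 0.0123 under cameraPR, 0.238 under fry). The median was −0.18 (adjusted p 0.136) without CTRL replicate 1, −0.20 (0.167) with limma-voom and −0.10 (0.581) with the globin covariate, and without Isl1_hypo replicate 4 the adjusted p was 0.0513. No difference was found for neural crest (0.08, adjusted p 0.87), endothelial (−0.19, 0.198), neural (−0.45, 0.153) or atrial markers (0.37, 0.779) under cameraPR, although the atrial list, whose 4 genes went 2 each way, had an adjusted p of 0.0291 under fry. All 5 macrophage markers were lower, with a median of −0.86. The list did not pass under cameraPR (adjusted p 0.0789), fry (0.238) or camera with an estimated correlation (0.429). Of the 5 genes, 0 had an unadjusted p under 0.05 (edgeR), and only 3 had at least 1 CPM in CTRL. In 6 of the 8 fits that left out 1 library the list stayed over 0.05 under cameraPR. This list was under 0.05 with limma-voom (0.0471), the globin covariate (0.036) and the Y-linked covariate (0.0221), and without CTRL replicate 1 (0.0489) or Isl1_hypo replicate 4 (0.0309), and its median was −0.47 without Isl1_hypo replicate 3. The 3 tested epithelial markers had a median of 2.39 (adjusted p 0.0369 under cameraPR, 0.37 under fry), which fell to 0.66 (0.816 under cameraPR) without Isl1_hypo replicate 1. Among epithelial markers removed by the filter, Cldn6 had 708 counts in Isl1_hypo replicate 1 and at most 8 in any other library. Cdh1 had 282 counts there and at most 9 elsewhere, and Esrp1 111 and at most 8. The other removed markers had at most 8 counts in any library. Of the liver and yolk sac markers 2 were tested, with a median of 0.26 and no list test. Of these 8 marker lists, only the atrial list held a gene with an adjusted p under 0.05 over all genes, Sln with a log2 fold change of −2.28. Adjusted over the list alone, 3 atrial and 2 endothelial genes were under 0.05.

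The share of counts from globin genes was taken as a measure of blood, with near-identical globin genes, which share reads, each counted as listed. It was 0.212%, 0.273%, 0.465% and 1.19% in CTRL replicates 1 to 4 and 1.86%, 1.18%, 2.44% and 1.53% in the Isl1_hypo replicates. The counting error was small, with Wilson 95% intervals of 0.2106% to 0.2139% for the lowest library and 2.438% to 2.448% for the highest. The means were 0.535 ± 0.451% and 1.75 ± 0.537% (SD, n = 4). The means of the log2 shares differed by 2, which did not pass an exact permutation test (p = 0.0571). The CTRL libraries alone spanned 2.49 on the log2 scale. Without CTRL replicate 4 this difference was 2.50 (exact permutation p = 0.0286). Y-linked genes were expressed in 1 of 4 CTRL embryos (replicate 3) and 3 of 4 Isl1_hypo embryos (replicates 1, 3 and 4).

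**Figure D4:**
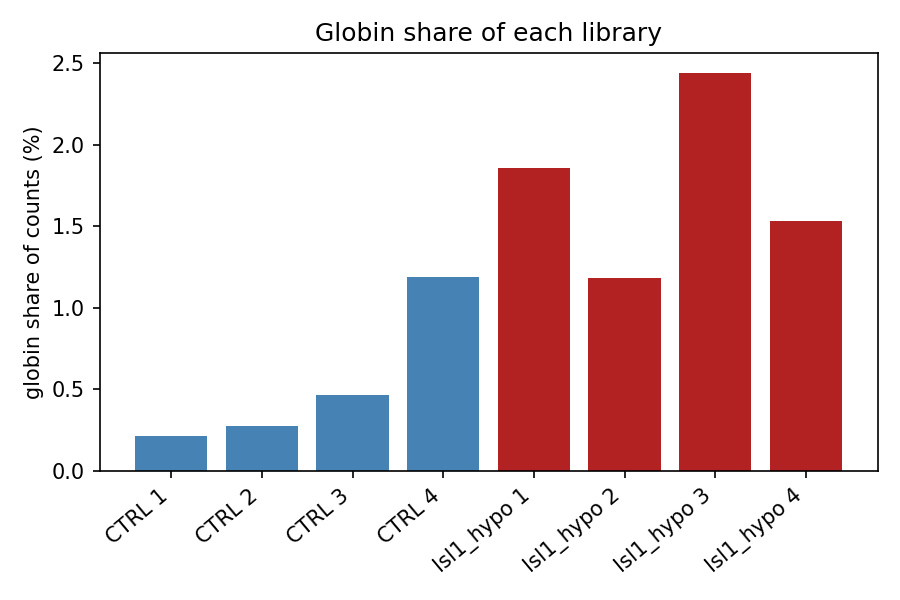
Share of counts assigned to globin genes in percent (vertical axis) for each of the 8 libraries (bars, blue for CTRL and red for Isl1_hypo). CTRL runs from 0.212% to 1.19% and Isl1_hypo from 1.18% to 2.44%.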

Values the study reported

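The study reported 899 differentially expressed genes in the OFT and RV of E10.5 hypomorphic embryos, at a fold change above 1.5 (0.58 on the log2 scale, in either direction) and a p-value under 0.05.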

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

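Several of the tests below were chosen only after the result was seen, among them the test of a mislabelled sample. Of 66 groups of 4 values examined for a library far from the rest, 5 had one, where chance gives 3.3, so single cases carry little weight.

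Isl1_hypo replicate 3 lay at 72 on the first principal component, and the other 3 Isl1_hypo libraries between −8.7 and 4. A mislabelled sample is argued against by its Isl1 level of 7.71 CPM, which lies among the other Isl1_hypo embryos and under every CTRL embryo. Technical explanations stay open. The library had 733 genes at 0 counts where at least 5 were expected from its group, against 89 to 406 in the other 7 libraries, in line with a lower library complexity. A stricter limit, 2 times the highest of the other libraries, was not reached. Its slope on log2 transcript length was −0.108, outside the range of −0.028 to 0.119 of the others, so a transcript length bias may contribute. Its slope on GC content was −0.295 per 10 percentage points, against −0.037 to 0.112, so a GC bias may contribute as well. A biological difference of this embryo, such as its stage, was not tested and would also change which genes are detected.

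The mean log2 CPM of the genes displayed by the study as lower was 4.805 in CTRL replicate 4 and 4.916 to 4.935 in the other CTRL libraries. Without this library the median log2 fold change of the list was −0.75, against −0.73 with it. The list was chosen as lower in these same libraries, so its set p-values cannot argue against an artifact in them. The adjusted p was 2.15e-28 with the length trend removed and 6.13e-29 without Isl1_hypo replicate 3 (cameraPR). The medians in these fits were −0.65 and −0.70, against −0.73. Most of the fall thus remained, which argues against transcript length bias or that library as the whole cause for the list. Over the fits that left out 1 library the adjusted p ranged from 6.13e-29 to 2.71e-23. No explanation was tested for the position of CTRL replicate 4.

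The chamber myocardium list stood at 5.012 in Isl1_hypo replicate 1 and at 5.166 to 5.192 in the other Isl1_hypo libraries. Its median log2 fold change was 0.43 with and 0.41 without that library. Spock3 stood at 3.1203 log2 CPM in Isl1_hypo replicate 1, against 2.0379 to 2.1763 in the others, and its log2 fold change was −1.92 without that library. Dkk1 stood at 5.1311 log2 CPM in CTRL replicate 2, against 4.7221 to 4.7411, and its log2 fold change without it was −1.42. Isl1_hypo replicate 1 was the shallowest library at 18422245 counts, and Spock3 still had 159 counts there. No explanation was tested for these 3 cases, whose number is within what chance gives.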

How the results depend on the processing

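Of the results that answer a comparison, 158 of 185 values under alternatives that kept all libraries stayed on the same side of their threshold or within their limits, with 17 weaker and 10 moved. Unless a cause is named, it was not tested. The log2 fold change of Isl1 ranged from −2.46 to −2.14 over 23 alternatives.

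The count of 37 genes with an adjusted p under 0.05 rose to 319 with DESeq2, 201 with limma-voom and sample weights, 58 after thinning to equal depth, and 100 at a threshold of 0.10. On simulated data with 200 changed genes, DESeq2 made 48 false calls and edgeR 10, so part of the excess of DESeq2 can come from false calls. The count was 0 with the globin covariate (504 genes at an unadjusted p under 0.05) and 3 with the Y-linked covariate. Both covariates differ between the groups, and each takes a degree of freedom. The globin covariate also lowered the count under the criterion of the study from 711 to 378, the outflow tract morphogenesis list to a median of −0.13 (adjusted p 0.133), and the SWI/SNF list to −0.25 (0.167). Isl1 kept a log2 fold change of −2.30 with an adjusted p of 0.507.

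The replicate numbers did not pair the samples. Deviations from the group means of same-numbered libraries had correlations of 0.019, −0.021, 0.013 and 0.022. With the replicate block, 0 genes had an adjusted p under 0.05, 1582 had an unadjusted p under 0.05 and 740 passed the criterion of the study. Isl1 had a log2 fold change of −2.29 (adjusted p 0.0722) and the SWI/SNF list a median of −0.27 (0.0512).

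The SWI/SNF list was also over 0.05 with the Y-linked covariate (−0.22, 0.0734), the length trend removed (−0.17, 0.0656) and the GC trend removed (−0.17, 0.165). The contractile list was over 0.05 with the GC trend removed (−0.07, 0.118) and under fry (−0.16, 0.238). Under camera with an estimated correlation the adjusted p was 0.127 for Isl1 targets (−0.20), 0.429 for contractile genes (−0.16), 0.127 for outflow tract morphogenesis (−0.33), 0.216 for SWI/SNF (−0.26), 0.108 for the genes displayed as lower (−0.73) and as higher (1.59), and 0.127 for erythroid genes (1.73). The authors' deposited table had 1417 transcripts past the criterion when transcripts were counted, and 329 symbols at an adjusted p under 0.05 when adjusted over the whole table.

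With the length trend removed 383 genes were higher and 319 lower under the criterion of the study, and with the GC trend removed 367 and 337, against 313 and 398 without a correction. These 2 corrections and the thinning were chosen after seeing the data.

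Across the 8 fits that each left out 1 library, genes with an adjusted p under 0.05 numbered from 4 (without CTRL replicate 3) to 48 (without Isl1_hypo replicate 3). There were 8 without CTRL replicate 1, 5 without CTRL replicate 2, 12 without Isl1_hypo replicate 2 and 11 without Isl1_hypo replicate 4. The smaller number of samples accounts for part of this. Genes under the criterion of the study numbered from 599 to 907. The median log2 fold change ranged from −0.19 to −0.05 for contractile genes and from −0.33 to −0.22 for SWI/SNF subunits, and each list was over 0.05 in 4 of the 8 fits. For contractile genes these were the fits without CTRL replicate 3, CTRL replicate 4, Isl1_hypo replicate 1 and Isl1_hypo replicate 3, and for SWI/SNF those without CTRL replicate 2, CTRL replicate 4, Isl1_hypo replicate 1 and Isl1_hypo replicate 2. The log2 difference of the globin share ranged from 1.67 to 2.50.

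Among lists of cell type markers, none of which was past its threshold in these cases, the median reversed for neural markers without a filter (0.30) and with every transcript (0.16), for endothelial (0.23) and atrial markers (−0.20) with every transcript, and for neural crest markers with the replicate block (−0.21) and without Isl1_hypo replicate 2 (−0.33). Of the single named genes and marker lists, 42 other values were weaker and 4 stronger under alternatives that kept all libraries.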

Other observations

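Some tests in this part were chosen only after the result was seen. They are those of sex, of blood, of liver and yolk sac tissue, and of transcript length and GC content for the direction of change. Thinning to equal depth was also added after seeing the data. For sex, an earlier test within embryos of one sex was set aside, because genes whose groups do not overlap keep their direction in it by construction.

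Other splits of the 8 libraries into 4 and 4 were fitted in the same way. Of 35 splits, 1, the real one, gave as many as 37 genes with an adjusted p under 0.05. The others had a median of 0 and a highest count of 4. Also 1 of 35, the real one, gave as many as 711 genes under the criterion of the study, and the others gave 92 to 322 with a median of 182. The criterion therefore passed many genes in splits that mix the genotypes.

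Technical explanations for the 37 genes were tested. Shallower Isl1_hypo libraries are argued against, since all 37 were still called after thinning to equal depth. Globin reads distorting the library sizes are argued against too, since 37 were still called with the globin genes removed. Globin genes held at most 2.44% of the counts of a library, so their removal could change the sizes little. Blood content itself is not tested by this removal, and 0 genes were called with the globin covariate. An unequal sex of the embryos is argued against as the cause of the genes as a set, since the split that follows Y-linked expression gave 4 genes, each of them Y-linked, and 0 of the 37 were annotated on the X or Y chromosome. With 1 CTRL and 3 Isl1_hypo embryos expressing Y-linked genes, a smaller contribution of sex to single genes stays open.

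Erythroid genes were higher in Isl1_hypo. More blood in the Isl1_hypo samples is a candidate explanation. The 8 erythroid genes that are not globins rose by a log2 difference of 1.83 (exact permutation p = 0.0286) and globin genes by 1.91 (p = 0.0571, exact permutation), and the difference between the 2 measures was −0.08 (p = 0.8, exact permutation). The erythroid regulators Gata1, Klf1, Tal1 and Hemgn, minus globin, differed by −0.34 (p = 0.4, exact permutation). The study displayed these 4 regulators as higher in these same libraries, so their values are not independent evidence. Both differences from globin take the measures compared to rise alike with blood. Across the 4 CTRL libraries the slope on the globin level was 0.63 for the erythroid genes and 0.46 for the regulators, and with a slope under 1 the globin rise would account for only part of the erythroid rise. At globin levels of 7.12 to 7.34 log2 CPM, Isl1_hypo replicates 1, 2 and 4 had erythroid levels of 4.22, 3.66 and 3.76, against 3.32 in CTRL replicate 4 at a globin level of 7.18. The erythroid level minus the globin level was −3.86 in that CTRL library but −3.08, −2.81 and −3.44 in CTRL replicates 1, 2 and 3, and from −3.58 to −3.01 in Isl1_hypo. Whether blood content, as measured by globin, was the whole cause stays open. With the globin level as a covariate, the mean level of the 8 erythroid genes that are not globins differed between the groups by 0.57 (SE 0.25). Their median log2 fold change in that fit was 0.44, with a p of 0.000352 under cameraPR, but of 0.136 under fry and 0.103 under camera with an estimated correlation. The set tests disagree, and the globin level itself differs between the groups, so for these genes blood content and genotype cannot be told apart. Fetal liver or yolk sac tissue in the dissection is argued against by Afp, which reached at most 0.257 CPM in the 8 libraries, Alb, which reached 0.0249 CPM, and Apoa1, which reached 0.444 CPM. Apob did rise, from a mean of 0.137 to 0.933 CPM, and Apoa2 stood at 7.2 CPM in CTRL and 8.52 CPM in Isl1_hypo. Of the erythroid genes, 11 of 12 had at least 1 CPM in CTRL. Whether the embryos held more blood or the dissection retained more of it was not tested.

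Genes of the outflow tract myocardium were lower and genes of the chamber myocardium higher, which may reflect less outflow tract relative to ventricle in the Isl1_hypo samples. The 6 outflow genes had a median log2 fold change of −0.40 (cameraPR 0.00221, fry 0.0424, both adjusted over these 2 lists). The 12 chamber genes had one of 0.43 (0.000367, fry 0.00269), with 11 higher and 1 lower. An unadjusted p under 0.05 (edgeR) was found for 2 of the 6 and 4 of the 12, and 0 of either list passed over all genes. Several members hardly changed, namely Acta2 (−0.001) of the outflow list and Irx4 (0.047), Hey2 (0.06) and Ckm (0.025) of the chamber list. Under camera with an estimated correlation the adjusted p was 0.118 for the outflow list and 0.0209 for the chamber list. The chamber list was under 0.05 in 23 of 23 alternative fits under cameraPR and the outflow list in 22 of 23, with medians from −0.47 to −0.04. The exception was the globin covariate (−0.04, adjusted p 0.158). The mean level of the chamber list separated the groups (exact permutation p = 0.0286), but that of the outflow list did not (p = 0.171, exact permutation), and Isl1_hypo replicate 4, at 7.708, lay among the CTRL libraries. Without Isl1_hypo replicate 3 the outflow median was −0.19 (adjusted p 0.0101). All 6 outflow genes and 11 of 12 chamber genes had at least 1 CPM in CTRL, and 0 of either list were picked by the study. A change of expression within the cells would give the same values and was not tested. Among genes chosen after their values were seen, Nppa rose from 312.8 ± 59.5 to 686.3 ± 132.6 CPM (log2 fold change 1.13, adjusted p 0.0303, edgeR) and Myoz2 from 44.2 ± 4.21 to 100.4 ± 10.3 CPM (1.18, adjusted p 0.00377).

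Under the criterion of the study more genes were lower than higher, 398 against 313. An excess as large in either direction came from 5 of the 35 splits, the real one included, so chance can give it. The excess was small with limma-voom (384 higher, 392 lower) and reversed with the globin covariate (220 higher, 158 lower). It was larger with the replicate block (293 higher, 447 lower). Single libraries moved it both ways, with 324 higher and 583 lower without Isl1_hypo replicate 1. Without CTRL replicate 1 the counts were 318 and 337, and without CTRL replicate 4 361 and 384. Transcript length bias and GC bias are candidate explanations as well. With the length trend removed 319 genes were lower and 383 higher, and with the GC trend removed 337 and 367. Over the tested genes the log2 fold change had a rank correlation of −0.166 with length and −0.237 with GC content. The median transcript length was 4118 bases for the lower genes, 2597 for the higher genes and 2924 for all tested genes. The length slopes did not differ between the groups by an exact permutation test (difference −0.062, p = 0.2), nor did the GC slopes (−0.137, p = 0.0571, exact permutation). Without Isl1_hypo replicate 3 the differences were −0.036 for length and −0.061 for GC, so part of each came from that library.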
